A study of Glycine max with 4 samples.

How the data were processed

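Root RNA of soybean (Glycine max) plantlets grown in vitro was compared in a factorial design with a pair of factors, each present or absent: prior colonisation by an arbuscular mycorrhizal fungus (AMF) and inoculation with the root pathogen Fusarium virguliforme (Fv). The 4 groups are called control, Fv, AMF and AMF+Fv. Per the labels, each group had 3 biological replicates, each made from pooled roots of 2 plantlets, and replicate 3 of control and of AMF was hybridised to 2 technical arrays, which gives 14 arrays for 12 samples. Each array was hybridised with a Cy5-labelled sample and a Cy3-labelled pool of whole control roots, per the labels, and the labels give no dye swap. The arrays lay on 5 slides and all were scanned on 1 day, per the file headers, so scanning day could not be fitted apart from the rest. The number of arrays limits the precision.

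The deposited scanner files hold mean pixel intensity of each spot and median intensity of its local background in both colours, without normalization, per the file headers. They also hold, per the file headers, processed intensities that Agilent Feature Extraction had background-subtracted, detrended and dye-normalized, and the ratio surface by which it divided each spot. The deposited log10 ratio of processed red over processed green was used only as an alternative. A deposited table of the whole series holds 1 value per group, and its unit is unstated. Every value in it is at least 1 in size and carries a sign, as a linear fold with falls written as negatives. The median was 1.004 for control, -1.02 for Fv, -1.01 for AMF and -1.02 for AMF+Fv. Set against the ratios computed here over 36443 matched probes, each column correlated with the mean of its own group at r of 0.889, 0.887, 0.797 and 0.908, in that order, which gives its direction as sample over reference. How replicates were averaged in that table, and whether it was centred, is not given in the sources used here, and it served only as an alternative for the correlations between effects.

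Each array held 44165 spots, of which 1417 were control spots, and 42748 probes. Mean signals were corrected against median local background with limma's normexp (offset 50), and log2 of Cy5 over Cy3 was normalized within each array by loess with control spots at weight 0. Spots marked as non-uniform outliers were set to missing, saturated spots were kept, and technical arrays of 1 replicate were averaged. Probes were kept when Cy5 was well above background in at least 3 of the 12 samples. This left 36445 probes, of which 36444 had a value in each group and were tested, and 36280 had no missing value. Group means were fitted to the 12 values with lmFit, and contrasts were tested with eBayes in limma 3.58.1 under R 4.3.3, with the Benjamini-Hochberg adjustment over the probes tested. A probe is called when its adjusted p is under 0.05. All 4 groups share 1 estimate of the spread, with 8 residual degrees of freedom. A probe with missing values was fitted to those it had; this was settled after the counts of called probes had been seen both ways.

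The comparisons were Fv against control, AMF+Fv against AMF, AMF against control, AMF+Fv against Fv, the main effect of each factor, and their interaction (the Fv effect with AMF minus the Fv effect without AMF). Control was also set against the pooled reference. A main effect is the mean of 2 such effects. Deviations from the group means were correlated between same-numbered replicates: control and Fv samples of 1 number deviated together in all 3 pairs (r 0.104 to 0.363, and below 0 in all 6 other pairs), and AMF and AMF+Fv samples in 2 of 3 pairs at r over 0.1. Deviations within a group sum to 0, so the values below 0 in the other pairs are no separate support. The main model has no block, as fixed before the data were examined. Gene families were chosen by words in the probe descriptions before the data were examined, and 9 were tested with limma's camera at a preset inter-gene correlation of 0.01 in 3 contrasts, giving 27 tests adjusted together. The rule for the probes named in the text was also written before the data were examined. For each contrast it takes the 2 highest and the 2 lowest log2 fold changes among called probes whose replicates do not overlap between groups (for a main effect, that move the same way under both levels of the other factor), with 1 probe per gene name. Where no probe is called, it takes the probe of smallest p in each direction. Gene name was read as the probe's description only after a first list, built on accessions, had named 1 gene a second time. Families are listed by their whole word match, so paralogs share a family, and probes of similar genes can bind each other's transcripts.

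Probe descriptions are those of the array design, often of the best match in another legume. Of the 42748 accessions on the array, 0 matched the reference gene table of 59048 genes, so the file's own names are used and no coordinates are given. A fold against a group in which no array of the probe was well above background is given as a bound from Cy5 signals after loess and Aquantile, which is open to dye bias without swaps.

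The fits were also tested on simulated data, written after the real values had first been fitted, and no setting was changed as a result. Of 200 probes given a log2 change of 1 or 2 among 36280, those given 1 were recovered at 75.0% for Fv effect without AMF and 39.0% for AMF by Fv interaction, and those given 2 at 98.0% and 88.0%. False calls made up 3.89% and 5.22% of the calls for these contrasts, and 8.33% for AMF effect without Fv. The family test called only the 1 family that had been shifted. The simulated probes were drawn independently of each other, so this cannot show how the test behaves where probes of a family vary together. In the real families the estimated inter-gene correlation reached 0.230, in glutathione S-transferases. With group means removed and the real residuals reassigned, 39 of 100 assignments, the real data among them, gave 8 or more family calls.

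Alternatives planned before the data were examined were Feature Extraction's log ratio, median centring in place of loess, Aquantile, a normexp offset of 0, Cy5 alone, other filters on dim probes, other treatment of technical arrays, slide and replicate number as blocks, only the groups compared, eBayes with trend and robust, array weights, fry for the family test, and leaving out each replicate. Alternatives added after seeing the data were Feature Extraction's log ratio without control replicate 1, the deposited group values for both correlations, the replicate number as a block apart for roots without and with AMF, and different control replicates for the correlation of Fv and AMF effects. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.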

Results

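Whole-root RNA from 12 soybean samples was measured on 14 arrays in 4 groups of 3 biological replicates: control, Fusarium virguliforme (Fv), mycorrhizal (AMF), and both (AMF+Fv). The median Cy5 signal per array, before normalization, ran from 111 in Fv replicate 1 to 511 in control replicate 3 on its first array, and the local background from 50 to 53. Cy5 was well above background in 70.7% of probes in control replicate 1, the lowest, and in 85.8% in control replicate 3 on its first array, the highest. No spot was saturated. Over all probes, replicates of 1 group correlated at r from 0.105 to 0.911 with a median of 0.469 in 16 array pairs, and arrays of different groups at a median of 0.302 in 73 pairs. The technical arrays correlated at r of 0.203 for control replicate 3 and 0.917 for AMF replicate 3. No array pair held identical values. Ratios of control samples to pooled control roots lie near 0, which may lower correlations among control arrays, but this was not tested. The second array of control replicate 3 correlated at 0.477 with control replicate 1 and 0.278 with control replicate 2, both above 0.203. Its first array correlated with them at 0.159 and 0.383. Little signal may therefore not be the whole cause.

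As a measure of dye bias and of deviation from the pool, the control samples were set against the pooled control reference. Of 36444 probes, limma called 64 (36 higher and 28 lower), and 1 of them changed at least 2-fold. Leaving out AMF+Fv replicate 1 or 2 gave 71 and 85, and leaving out any other replicate gave at most 32. Other alternatives ran from 0 with Feature Extraction's log ratio to 5210 with array weights. Such bias cancels between groups where it is the same on all arrays, so this count is no background for the other comparisons.

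The first comparison asked how roots without AMF responded to Fv. In Fv against control, 4763 of 36444 probes were called by limma, 2455 higher and 2308 lower, and 1996 changed at least 2-fold. Replicates did not overlap in 4740 of the called probes and in 32.0% of all tested probes, where chance gives 10%. The alternative that moved this count most was Feature Extraction's log ratio, which gave 467 called probes with control replicate 1, whose log2 ratio SD there was 3.99, and 3578 without it. Leaving out Fv replicate 3 gave 2916 and leaving out control replicate 3 gave 2972. Probe CF808824.1_694, described only as a Medicago clone sequence, rose by 7.54 ± 1.20 (log2, SE, n = 3; adjusted p from limma 0.00251). The probe GMFL01-43-N14-R_319 of the stress-induced gene SAM22 rose by 7.23 ± 1.13 (adjusted p from limma 0.00229). Its log2 ratio was 0.16 ± 0.48 (SD, n = 3) in control and 7.38 ± 0.56 in Fv. The lowest were BI970840.1_579, a peroxidase probe (-3.77 ± 0.91, adjusted p from limma 0.0193; not called without control replicate 3, Fv replicate 1 or Fv replicate 3, with adjusted p from 0.0600 to 0.0758), and GMFL01-19-H08-R_500, a probe of the nitrate transporter NRT2 (-3.62 ± 0.54, adjusted p from limma 0.00199).

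The second comparison asked how mycorrhizal roots responded to Fv. In AMF+Fv against AMF, limma called 5064 probes, 2668 higher and 2396 lower, and 1589 changed at least 2-fold. Replicates did not overlap in 32.5% of tested probes, where chance gives 10%. Leaving out AMF replicate 1 gave 1419 called probes, AMF replicate 2 gave 2456, AMF+Fv replicate 1 gave 2712 and AMF+Fv replicate 2 gave 3193, so several single samples move this count by over 1.5 times. The number changed at least 2-fold fell to 666 without AMF replicate 1 and 1052 without AMF replicate 2. The highest changes were CO984901.1_604, an expressed sequence without a gene name (4.99 ± 1.28, SE, adjusted p from limma 0.0279), and CF808824.1_694 (4.98 ± 1.20, adjusted p 0.0226). The lowest were GMFL01-49-I04-R_363, described as cowpea CPRD49 (-3.56 ± 0.44, adjusted p 0.00391), and the NRT2 probe GMFL01-19-H08-R_500 (-3.15 ± 0.54, adjusted p 0.00748). For the first pair the spread in AMF was wide: CF808824.1_694 had 1.64, 0.35 and 6.60 in AMF replicates 1, 2 and 3. Neither of them was called when any 1 of AMF replicates 1 and 2 or the AMF+Fv replicates was left out (limma adjusted p from 0.0524 to 0.119). Without AMF replicate 3 the changes were larger, 6.85 for CF808824.1_694 (adjusted p from limma 3.09e-05) and 6.70 for CO984901.1_604 (adjusted p 0.000865).

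**Figure D1:**
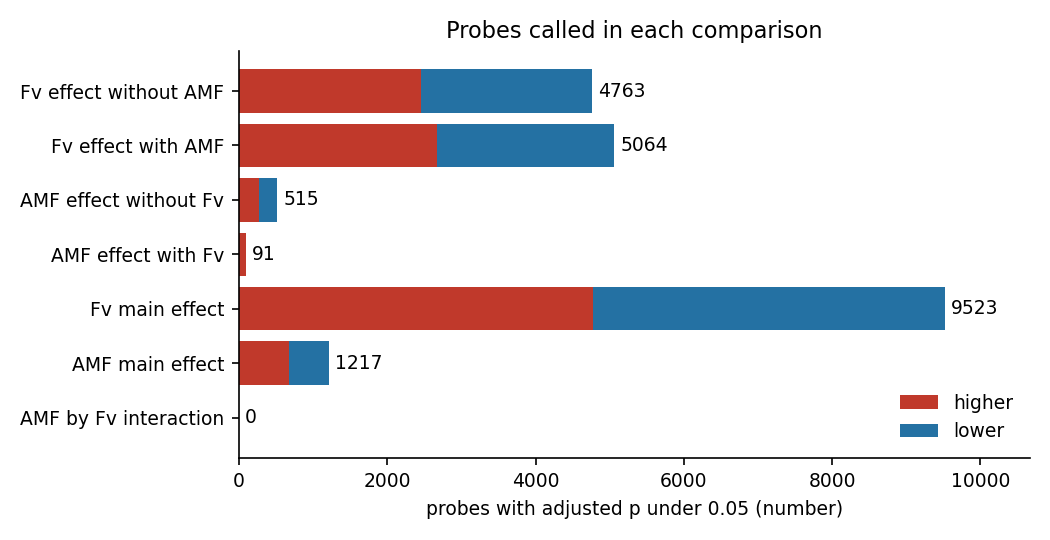
Number of probes with an adjusted p under 0.05 in each comparison, with the higher and lower parts of each bar in red and blue. The Fv comparisons gave 4763 and 5064 probes, the AMF comparisons 515 and 91, and the interaction 0.

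Across probes, which are not independent replicates, the Fv effects without and with AMF correlated at r of 0.828 (Spearman rho 0.672). Of the 7132 probes called in either, 95.3% had the same sign. These effects share no sample. Feature Extraction's log ratio gave an r of 0.376. Whether they differ was tested as the interaction: limma called 0 probes, while 2337 had an unadjusted p under 0.05. The probes of smallest p were BE821865.1_654, described as a vacuolar ATPase subunit E (1.02 ± 0.17, SE, adjusted p from limma 0.412), and GMFL01-07-I17-R_145, a 4-coumarate:CoA ligase (4CL1) probe (-0.95 ± 0.11, adjusted p from limma 0.151). Neither is past the threshold. With no filter on dim probes, 1 was called, the 4CL1 probe, at an adjusted p from limma of 0.0436, and without AMF+Fv replicate 1 it was 1 as well, the enolase probe BI892849.1_474 (-1.39). That 1 call in each was named after its value was seen. In the tests on simulated data, an interaction of 1 (log2) was recovered in 39.0% of probes and one of 2 in 88.0%; smaller interactions were not simulated.

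**Figure D2:**
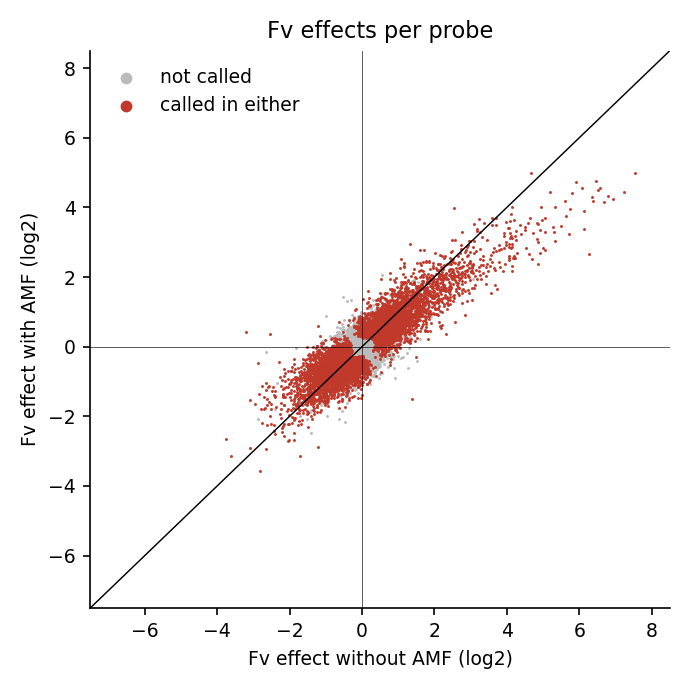
Each point is a probe, with its log2 Fv effect without AMF on the x axis and with AMF on the y axis; red points were called in either comparison, and the line marks equal effects. The correlation across probes is 0.828, and the probe with the highest effect without AMF, CF808824.1_694, lies under the line at 7.54 and 4.98.

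The AMF comparisons asked how mycorrhization changed roots without and with Fv. Without Fv, limma called 515 probes, 274 higher and 241 lower, and 229 changed at least 2-fold. With Fv, it called 91, of which 88 were higher and 3 lower. Feature Extraction's log ratio gave 46 and 34, all of them higher, and median centring in place of loess 187 and 42. Without control replicate 1, 2 or 3 or AMF replicate 2, the first count fell to 246, 248, 199 and 217. The 229 became 143 without control replicate 3, 136 without AMF replicate 2 and 403 without AMF replicate 3. Without Fv replicate 1, 2 or 3 or AMF+Fv replicate 1, the second fell to 50, 50, 51 and 50. Replicates did not overlap in 20.5% and 20.1% of tested probes, where chance gives 10%. That these counts differ does not show that the effects differ, since the interaction called 0 probes. The serine carboxypeptidase probe BE657431.1_593 rose by 7.51 ± 0.26 (SE) without Fv (adjusted p from limma 2.37e-07) and by 6.90 with Fv (adjusted p 5.91e-07). Probe BI497881.1_483, a Lotus genomic match without a gene name, was not well above background in any control or Fv replicate and was at least 124-fold higher in AMF in Cy5 signal alone. Its ratio to the reference differed by 6.23 (log2), a smaller fold, and the adjusted p from limma of 1.28e-09 belongs to that ratio. AW780783.1_388, another such match, rose by 5.57 ± 0.32 with Fv (adjusted p 1.07e-05). The lowest without Fv were the cysteine proteinase probe AW185123.1_370 (CysP1; -2.41 ± 0.38, adjusted p 0.0116) and the invertase probe CX702804.1_605 (-2.12 ± 0.38, adjusted p 0.0235). AW185123.1_370 was not called without control replicate 2 or 3 (limma adjusted p 0.0519 and 0.0655), nor CX702804.1_605 without any 1 control replicate or AMF replicate 2 (0.0546 to 0.0900). With Fv, the 3 lowered probes were GMFL01-33-B23-R_277 (hexokinase; -0.84), AW761542.1_291 (like an S-adenosylmethionine synthetase; -0.60) and, outside the rule and named after its value was seen, GMFL01-39-J03-F_544 (adenylate kinase; -0.45). The hexokinase call was lost in 15 and that of AW761542.1_291 in 20 of 26 alternatives, among them leaving out any 1 Fv or AMF+Fv replicate or control replicate 3.

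**Figure D3:**
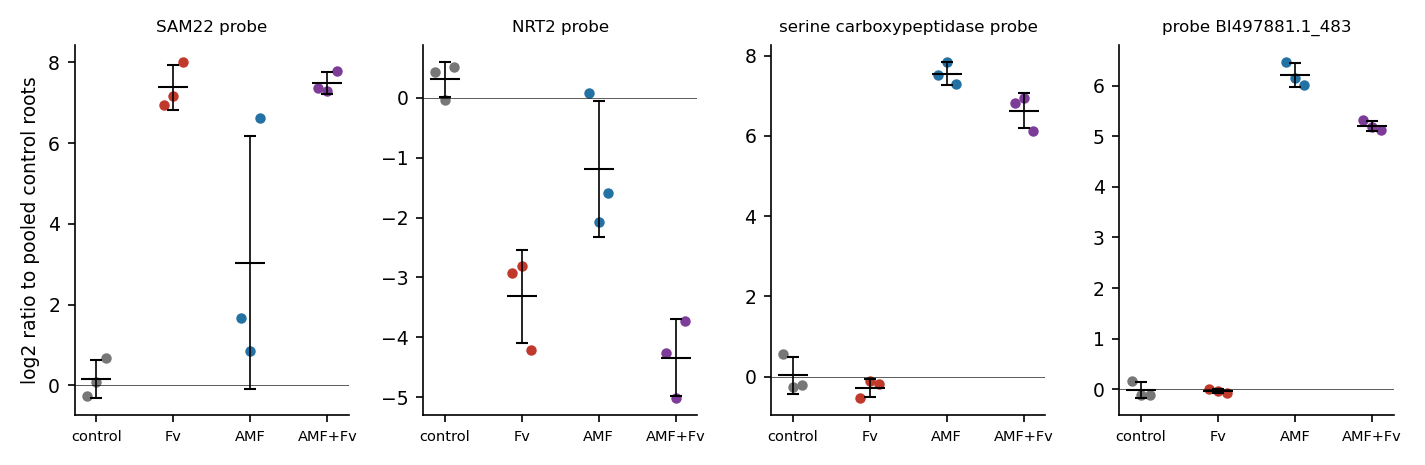
Log2 ratio to pooled control roots of the SAM22, NRT2, serine carboxypeptidase and BI497881.1_483 probes in the 4 groups, with each of the 3 replicates as a point, the mean as a bar and the SD as whiskers. The first pair changes with Fv and the other pair with AMF; the SAM22 probe had 6.62 in 1 AMF replicate against 1.66 and 0.85 in the others.

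Averaged over both levels of the other factor, Fv changed 9523 probes (4773 higher, 4750 lower) and AMF 1217 (677 higher, 540 lower) by limma. The highest and lowest in the Fv main effect were the same 4 probes as without AMF, at 6.26 (CF808824.1_694), 5.84 (GMFL01-43-N14-R_319), -3.38 (GMFL01-19-H08-R_500) and -3.21 (BI970840.1_579). In the AMF main effect they were BE657431.1_593 at 7.21, BI497881.1_483, which has only a bound without AMF (at least 50-fold higher with AMF at both levels of Fv in Cy5 signal alone, more than its ratios to the reference give with Fv, 5.21 in AMF+Fv and -0.04 in Fv on the log2 scale), AW185123.1_370 at -1.92 and the CysP2 probe GMFL01-45-K16-R_237 at -1.80. Without control replicate 3 the AMF main effect fell to 422 called probes, and without each of control replicate 2, AMF+Fv replicate 1, Fv replicate 1, AMF replicate 2, Fv replicate 3 and AMF+Fv replicate 2 to 459, 478, 499, 518, 611 and 767.

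The effects of Fv and of AMF were compared with each other across probes. The correlation of Fv against control with AMF against control was 0.536. Both share the control samples, and 100 simulations of unchanged groups set against shared simulated controls, with the probes' own spread, gave a mean of 0.501, from 0.476 to 0.523. The simulated groups held no effects and had the spread of the controls, which fixed this mean in advance. The real Fv samples held effects, so the mean does not measure how much of 0.536 the shared controls explain. The simulated groups were also drawn independently of the controls, so they leave out that control and Fv samples of 1 number deviated together (r 0.104 to 0.363). They do not settle how far the observed value lies from chance. With different control replicates for each effect the observed correlation was 0.407 on average over 6 ways to split them. It rests largely on 1 sample: with AMF replicate 1, 2 or 3 alone it was 0.276, 0.246 and 0.740, and without AMF replicate 3 it was 0.287.

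Slides held more than 1 group. Differences between samples within a slide correlated across probes with the fitted effects at r from 0.679 to 0.913, but they come from the same samples and are no separate check. With slide as a block the counts were 3794, 2971, 494 and 92 in the order in which the comparisons were given above, and 6613 and 842 for the main effects.

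In the Fv main effect, camera called 5 of the 9 families. Over the 3 contrasts it called 8, against 4 with Feature Extraction's log ratio. The isoflavonoid and phenylpropanoid family rose by a median of 0.52 (76 probes, limma camera adjusted p 1.23e-09), glutathione S-transferases by 0.16 (adjusted p 0.000904), WRKY by 0.15 (adjusted p 0.00462) and pathogenesis-related by 0.22 (adjusted p 0.0165). Phosphate transporters had a median of -0.64 (18 probes, adjusted p 0.0165). In the AMF main effect peroxidases had a median of -0.10 (adjusted p 0.00118) and ribosomal proteins, a comparison family, of 0.07 (adjusted p 0.00336). In the interaction the isoflavonoid and phenylpropanoid family had a median of -0.22 (adjusted p 0.00154), with a median Fv effect of 0.79 without AMF and 0.38 with AMF. All 5 calls of the Fv main effect hold under limma's fry and the other 3 do not; with inter-gene correlations estimated from the data, none of the 8 holds (lowest adjusted p 0.729). Without AMF replicate 3 the interaction call was lost (adjusted p from limma camera 0.196), and without AMF replicate 2 the ribosomal call (0.190). Several medians also moved by over 1.5 times: WRKY to 0.08 without control replicate 1, ribosomal proteins to 0.11 without AMF replicate 1 and 0.03 without AMF replicate 2, and peroxidases to -0.07 without AMF replicate 2. The interaction median was -0.35 without AMF+Fv replicate 2 and -0.14 without AMF+Fv replicate 3. Of the 983 probes in the families, 265 were called in the Fv main effect over all genes tested and 268 adjusted over the list alone; in the interaction this was 0 and 1, the 4CL1 probe.

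The samples were also placed by their slope on the Fv effect without AMF across probes. It was 0.17 in AMF replicate 1, 0.19 in AMF replicate 2 and 0.58 in AMF replicate 3, and 1.04 to 1.09 in AMF+Fv. The median of 67 probes raised by AMF in the presence of Fv was 2.09 in AMF replicate 3, and 2.23 and 2.62 in AMF replicates 1 and 2.

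**Figure D4:**
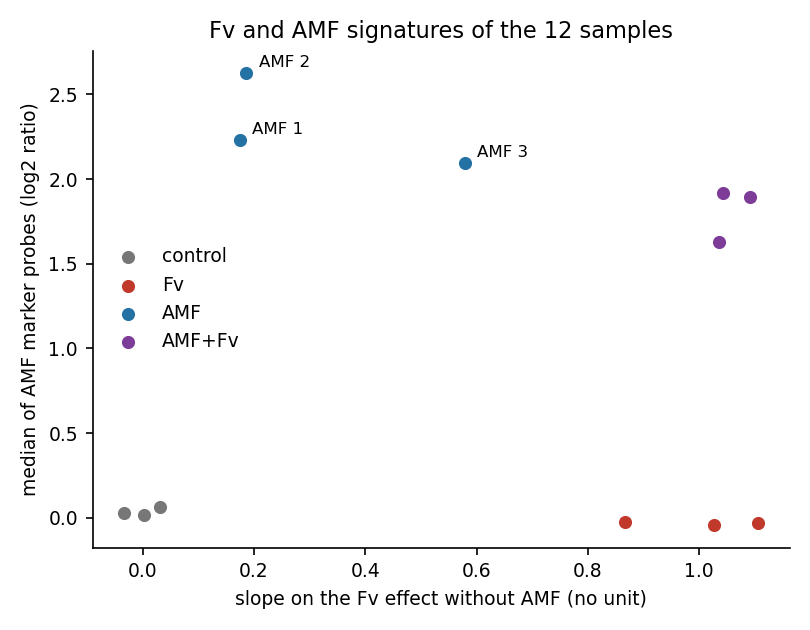
Each point is 1 of the 12 samples, with its slope on the Fv effect without AMF (which Fv and control samples define) on the x axis and the log2 median of 67 AMF marker probes (which Fv and AMF+Fv samples define) on the y axis. AMF replicate 3 has a slope of 0.58 and the other AMF replicates 0.17 and 0.19.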

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

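The estimated correlation and the adjusted p without AMF replicate 3 as a deciding value were taken up after the result had been seen, and the expectations for every test here were recorded after it. The fits with camera, fry, slide as a block, median centring and a replicate left out were planned before the data were examined. The fall of the Fv response of the isoflavonoid and phenylpropanoid family under AMF, a median interaction of -0.22, was singled out because the test of a difference between groups passed its threshold in limma's camera (adjusted p 0.00154). The median Fv effect was 0.79 without AMF and 0.38 with AMF. Slide differences and loess are argued against as the whole cause: the median was -0.21 with slide as a block and -0.18 with median centring, and both stayed past the threshold. With Feature Extraction's log ratio the median was -0.84, but the call was lost (adjusted p from limma camera 0.084). The median interaction of all probes was then -0.30, against -0.01 in the main fit, so -0.84 is not a shift of this family alone. Within single slides the median Fv effect of the family was 0.76 on slides 1 and 4 without AMF, and 0.49, 0.32 and 0.07 on slides 3, 4 and 5 with AMF. The AMF arrays on slides 4 and 5 were both of AMF replicate 3, so 0.32 and 0.07 share that sample. AMF replicate 1 shared no slide with an AMF+Fv sample and enters none of these values. Chance cannot be excluded, since 17 of 100 reassignments of the residuals gave a median as far from 0. These reassignments ignored that control and Fv samples of 1 number deviated together, so they do not give the spread of a paired design. The preset correlation of camera is a candidate explanation for the small p: the probes of the family vary together, with an estimated correlation of 0.141 where 0.01 was assumed, and fry gave an adjusted p of 0.488. The call also rests on AMF replicate 3. This was first measured as the median without that sample, -0.18, which barely moves; the adjusted p, chosen afterwards as the deciding value, rises to 0.196. The median was -0.35 without AMF+Fv replicate 2 and -0.14 without AMF+Fv replicate 3. Over the alternatives the adjusted p ran from 2.93e-06 to 0.488. With the estimated correlation in camera, not counted among these alternatives, it was 0.729 and the call was lost. A weaker response in mycorrhizal roots, the biological explanation the design offers, stays open and is not shown.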

How the results depend on the processing

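The alternatives were planned before the data were examined, except Feature Extraction's log ratio without control replicate 1, the deposited group values, the replicate block within each level of AMF, and different control replicates for the correlation of Fv and AMF effects, which were chosen after seeing the data. No correlation between effects, no median of the 8 called family shifts and no named probe changed sign in the alternatives run for it, but the balance of higher and lower calls did turn (below). Aquantile leaves log ratios unchanged and so moves nothing by construction. Counts below are called probes, and where no cause is named the cause was not tested.

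Feature Extraction's log ratio gave 467 for the Fv effect without AMF, 0 for the Fv effect with AMF, 46 for the AMF effect without Fv, 34 for the AMF effect with Fv, 1260 for the Fv main effect, 62 for the AMF main effect, 0 for control against pooled control reference and 4 gene family shifts. The correlation of the Fv effects was 0.376 and that of Fv and AMF effects 0.903. It moved the median of all probes to 0.23 in the Fv and AMF effects of roots without the other factor, and 80.7% of the calls were then higher for the Fv effect without AMF, against 51.5%. All calls of the AMF effects and of the AMF main effect were higher. With control replicate 1 left out as well, the counts were 3578, 2721, 98, 90, 8104 and 192 in the same order, and 1 for control against the reference, so that sample accounts for much of the loss in the Fv effects. For the Fv effect without AMF, 51.0% of the calls were then higher and the median of all probes was -0.03. The shift to higher calls in that effect therefore rests on control replicate 1. For the AMF effect without Fv the median was then 5.07e-05, but 94 of the 98 calls were still higher.

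Median centring gave 1890 for the Fv effect with AMF, 187 and 42 for the AMF effects without and with Fv, 341 for the AMF main effect and 2 for control against the reference. Its share of higher calls was 34.3% for the Fv effect without AMF against 51.5%, 34.2% for the Fv main effect against 50.1%, 69.5% for the AMF effect without Fv against 53.2%, and 84.5% for the AMF main effect against 55.6%. For the Fv effect without AMF this turned 2455 higher and 2308 lower into 1217 and 2333, and for the Fv main effect 4773 and 4750 into 2291 and 4403, so the balance depends on the scaling. Cy5 alone gave 1774, 186, 52 and 198 for the Fv effect with AMF, the AMF effects without and with Fv, and the AMF main effect, with 69.4% and 86.9% of calls higher for the AMF effect without Fv and the AMF main effect.

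With no filter on dim probes the interaction had 1 call and control against the reference 118. With Cy5 well above background in all 12 samples, where fewer probes are tested, the AMF effects had 300 and 36, the AMF main effect 701 and control against the reference 5. All 14 arrays with sample as a random block gave 1226 for the AMF effect without Fv, 2039 for the AMF main effect and 921 for control against the reference. Array weights gave 8149 for the Fv effect without AMF, 1191 for the AMF effect without Fv, 2451 for the AMF main effect and 5210 for control against the reference. Slide as a block gave 2971 for the Fv effect with AMF and 369 for control against the reference. With slide as a block, 55 of the 92 calls of the AMF effect with Fv were shared with the 91, and 64 were higher. Only the groups compared, with fewer samples behind the spread, gave 2559 for the Fv effect with AMF and 201 and 56 for the AMF effects. Trend and robust gave 300 for the AMF effect without Fv. Control against the reference had 2 calls at an offset of 0, and 1 with the first technical array only and with trend and robust. The deposited group values gave a correlation of the Fv effects of 0.646, under 0.828, and of Fv and AMF effects of 0.716, over 0.536. For the gene family shifts, fry gave 5. Outside these alternatives, camera with inter-gene correlations estimated from the data, taken up after the result had been seen, gave 0.

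Over all groups the replicate numbers do not pair the samples: 8 of 18 same-numbered pairs deviated together at r over 0.1 (median 0.0764), against 8 of 36 other pairs (median -0.0192). Control and Fv samples of 1 number did deviate together in all 3 pairs, but pairing by number is not established. The highest r of all pairs, 0.406, was between control replicate 2 and AMF replicate 1, which differ in number and lay on the same slide. With the number as a replicate block apart for roots without and with AMF, which was chosen after seeing the data, the Fv effects without and with AMF had 5918 and 7166 calls, the Fv main effect 11390 and the interaction 0 (3935 at an unadjusted p under 0.05), with 8 gene family shifts. It changed no call of the 14 named probe results of these comparisons and none of the 8 called family shifts; the named probes of the AMF comparisons were not run under it. With 1 replicate block common to all groups the counts were 4716, 4666, 449, 76, 9222 and 1146 for the Fv effects without and with AMF, the AMF effects without and with Fv and the main effects, 0 for the interaction and 1 for control against the reference. The correlations were 0.828 and 0.536, and the gene family shifts 8.

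Leaving out each replicate in turn gave 2916 to 5167 for the Fv effect without AMF, 1419 to 6178 for the Fv effect with AMF, 199 to 685 for the AMF effect without Fv, 50 to 96 for the AMF effect with Fv, 7523 to 9761 for the Fv main effect, 422 to 1496 for the AMF main effect, 0 to 1 for the interaction, 0 to 85 for control against the reference, 0.782 to 0.856 for the correlation of the Fv effects, 0.287 to 0.632 for that of Fv and AMF effects, and 8 to 10 gene family shifts. The lowest counts came, in this order and up to the AMF main effect, without Fv replicate 3, AMF replicate 1, control replicate 3, any of Fv replicate 1, Fv replicate 2 and AMF+Fv replicate 1 (tied), AMF replicate 1 and control replicate 3. Without AMF replicate 3, 391 of 685 calls of the AMF effect without Fv were shared with the 515.

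Of 678 values of the 26 named probe results under alternatives, 600 kept their side of the threshold, 77 lost it and 1 gained it. Of 216 values of the 8 called families, 205 kept it and 11 lost it. Both tallies include Aquantile, which cannot move a value. The family tally leaves out camera with inter-gene correlations estimated from the data, under which none of the 8 calls holds. Signal over background limits the weakest arrays: Cy5 was well above background in 70.7% of probes in control replicate 1 and 71.0% in Fv replicate 1, so changes in dim probes were measured less often there.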

Other observations

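All tests in this part except the counts of splits were chosen after the results they measure had been seen, and the expectations for the counts of splits were also recorded only afterwards. Counts of splits use the 36280 probes without missing values. For the Fv effect without AMF, the Fv effect with AMF, the AMF effect without Fv and the AMF effect with Fv, 1 of 10 splits gave as many called probes, the real one, and every other split gave 0. The share of splits is never under 0.1 in this design, so it cannot exclude chance by itself. For the Fv main effect and the AMF main effect it was 1 of 100, and the largest other split gave 3065 and 28. This excludes chance at that level only if samples can be exchanged freely within each level of the other factor. The splits ignored that control and Fv samples of 1 number deviated together. For the AMF by Fv interaction the count says nothing, since any of the 100 reassignments gives at least the 0 observed; they gave up to 163. For the gene family shifts, 30 of 100 splits gave 8 or more calls, but such splits still carry part of the Fv and AMF responses and are no test of chance alone. In a test added after that count had been seen, with the 4 group means removed and the residuals reassigned, 39 of 100 assignments, the real data counted as 1 of them, gave 8 or more, and up to 15. Under such reassignments, which ignored that control and Fv samples of 1 number deviated together, the number of family calls can therefore arise by chance.

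AMF replicate 3 lay between the other AMF replicates and the Fv-inoculated roots. Its technical arrays, on slides 4 and 5, had slopes of 0.41 and 0.39 on the Fv effect after subtraction of the other AMF replicates, which argues against a fault of 1 array or slide (lower value 0.390). Carry-over across the whole of slide 4 is argued against by control replicate 3, whose slope there exceeded that on slide 3 by 0.0398. That array cannot show what happened at the position of AMF replicate 3, and carry-over on slide 5 was not tested. Slides 4 and 5 each also held Fv and AMF+Fv samples. An exchange with a sample without AMF is argued against by the marker median of 2.09, and an exchange with an AMF+Fv sample by the lowest slope in that group, 1.04. Whether colonisation was stronger stays open. The markers differed by -0.33 from the mean of the other AMF replicates. At 2.09 the sample lay below both, at 2.23 and 2.62, but closer to the nearer one than these lie to each other, and 2 samples give little hold on the spread; the markers were also lower in AMF+Fv, at 1.63 to 1.92. This value was first read as speaking against stronger colonisation.

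A candidate explanation is that Fv-inoculated material was part of this sample. Among probes higher under Fv, the implied share on the linear scale was 37.3% to 43.3%, a width of 6.08 percentage points over classes of effect size, while the fraction of the log2 response ran from 43.6% to 72.2%, a width of 28.6, which argues against the same log2 fraction in every probe. Among probes lower under Fv, the implied share was 25.1%, 17.3% and, in the most lowered class, -49.1%. By the rule first applied, this last value spoke against the explanation. The rule was then changed, after the value was seen, to compare it with the spread of the AMF samples. In that class AMF replicate 3 differed by 0.38 from the mean of the others, and AMF replicates 1 and 2 by -0.63 from each other. AMF+Fv differed by -1.37 from that mean, so the explanation predicts a fall, and AMF replicate 3 lay in the opposite direction. The changed rule compares 0.38 with no change and not with that fall, so it does not clear the explanation. The spread of 2 samples is too poorly known to decide. The shares of 25.1% and 17.3% also lay below those of the probes higher under Fv. The classes were also redrawn once, into fewer. Mixed RNA, 1 infected plantlet in the pool and partial infection would all give shares like those of the raised probes and were not separated. A response of this sample to something else was not tested.

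Probes with a fungal genus in their description were examined with a list of 15 genus words, narrowed after a broader list had been looked at. Of 31 such probes, 8 (25.8%) were called and at least 2-fold higher under Fv without AMF, against 3.31% of all probes, so RNA of the inoculated fungus may reach the array. The median of these 8 was 2.49 in AMF replicate 3, and 0.06 and 0.03 in AMF replicates 1 and 2. Over all 31 the median was 0.14 in AMF replicate 3, and -0.01 and 0.0007 in AMF replicates 1 and 2. In the Fv samples it was only 0.10 to 0.18. The 8 were picked by the Fv effect, descriptions name the closest match only, and plant genes with a fungal best match stay open.

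In Feature Extraction's own values, control replicate 1 had a red detrending surface from 1.33e-07 to 12.1 and a log2 ratio SD of 3.99, where the other arrays had 0.37 to 1.16. The median rank correlation of its red signals with those of the other arrays was 0.956 before and 0.579 after that processing.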
